A study of Saccharomyces cerevisiae with 28 samples.

How the data were processed

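The measurements are poly(A)+ RNA sequencing of budding yeast (Saccharomyces cerevisiae) in the BY4741 background, a haploid laboratory strain derived from S288C. Strains carried wild-type histone H3 or the H3H113N allele, alone or with a deletion of CTR1 or CCS1. They were grown in rich glucose medium (YPD), rich ethanol and glycerol medium (YPEG), synthetic complete medium (SC), SC without lysine (SC-lys), or SC-lys with 75 µM CuSO4. Per the labels, YPD and YPEG cultures started at an optical density of 0.2 and grew for 3 to 4 doublings, SC cultures started at 0.05 and grew for 5 doublings, and SC-lys cultures started at 0.4 and were incubated for 24 h. The labels give exponential growth for all libraries except the 4 from SC-lys and the H3H113N ccs1 deletion library with copper, which grew very slowly. They also state that the time in culture often differed between strains because their growth rates differed. Group and replicate number came from the sample labels, which gave 14 groups and 28 libraries.

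Per the labels, total RNA was DNase-treated, poly(A)+ RNA was isolated with oligo-dT beads, and single-end reads of 50 nt were taken on a HiSeq instrument from inserts of about 170 bp. The 14 libraries from YPD, SC-lys and SC-lys with copper were made with the KAPA kit and the 14 from YPEG and SC with the TruSeq kit on the NeoPrep instrument. Kit and medium therefore cannot be told apart between media, while each comparison of strains within a medium used a single kit. Both kits keep the strand, but per the labels the authors did not use it, so overlapping and antisense ORFs may share counts. The aligner, the counting tool, the genome build and any read filter are not stated in the labels or the files.

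The authors deposited a table of 6692 open reading frames (ORFs) with raw read counts and RPKM values of every library. The deposited counts are whole numbers whose totals differ between libraries, from 1168159 to 6738018. The authors' RPKM values equalled counts per kilobase of summed exon length, scaled to the total of counted reads, to within a relative difference of 3.8e-09 when recomputed. The deposited exon length, in bases, was used only in that recomputation and in checks of length. A smaller table by the authors, named for 5044 ORFs, held 5404 ORFs with the same RPKM values, and 1288 ORFs were only in the full table. No numeric column lacked a sample.

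Gene symbols and the chromosome starts that are printed came from the authors' smaller table, which names no genome build. The starts of 5375 of the 5377 ORFs matched there (99.96%) equalled those of the RefSeq annotation of assembly R64. That annotation was used for symbols of ORFs outside the smaller table, for distance to chromosome ends, and for overlap and uniqueness of the ORFs. Of the 6692 ORF identifiers, 6008 matched it and 684 did not. The smaller table gives no ORF ends, so none is printed. Among tested ORFs, 227 overlapped another ORF, and 365 of 5960 with a value had fewer than 90% of their 50-nt windows unique in the genome. Counts of those ORFs are uncertain, because how the authors assigned shared reads is not stated.

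Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the deposited counts. The quasi-likelihood test (glmQLFit and glmQLFTest) was fitted to all 26 libraries of the 12 replicated groups with 1 mean per group and TMM scaling. ORFs with a mean RPKM of at least 1 over those libraries were kept, which left 6592. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and an ORF was called at an adjusted p under 0.05. The fit had 14 residual degrees of freedom, a common biological coefficient of variation of 29.5% and 4.01 prior degrees of freedom. The design fixed before the data were examined assumed that only RPKM values were deposited and named limma 3.58.1 on log2(RPKM + 1). Because the deposited table also holds raw counts, the count test became the main test and the limma fit an alternative. Fold changes are log2 ratios of fitted means with their standard errors (SE). Each SE is the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. For ORFs near the floor it therefore depends on the prior count too. For a group whose libraries were all at or under 3 counts, the fold is a lower bound against that floor. These bounds are ratios of mean RPKM, so they are on the scale of library totals without TMM. They bound only the group at the floor and allow for no error in the mean of the other group. Each bound was computed again without each library in turn, and values that moved more than 1.5-fold are printed.

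Before the data were examined, 13 comparisons were fixed. They were H3H113N against its parent in 6 strain and medium settings, the ctr1 deletion against WT in YPD, the ccs1 deletion against WT in SC, the average of the 6 H3H113N effects, and 4 interactions. The genes to be named were fixed then too. For each of the first 8 comparisons these were up to 3 called ORFs per direction with the largest fold change, no overlap between the libraries of the groups, and a mean RPKM of at least 5 in a group. For the average and the interactions up to 2 per direction were named without the overlap condition. Targeted genes, marker genes and members of the gene lists could also be named.

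Also fixed then were 12 gene lists: copper uptake genes, copper detoxification genes, the iron regulon, lysine biosynthesis, oxidative phosphorylation, mitochondrial copper delivery, oxidative stress response, sulfur assimilation, Gcn4 targets of amino acid starvation, the induced environmental stress response, cytosolic ribosomal proteins, and subtelomeric ORFs. Subtelomeric ORFs lie within 20 kb of a chromosome end. The lists share some members, such as SOD1 and CTT1. Each list was tested in each comparison with camera (limma) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all 156 pairs of list and comparison. Beside it, fry and camera with an estimated correlation were run. A list's value is the median log2 fold change of its members. The libraries with copper had no replicates, so list medians of log2(RPKM + 1) differences, with the median over all ORFs subtracted, were only placed among 10000 random lists of the same size matched on mean expression in 20 bins, and a list was called outside when it lay beyond the central 95%. This was repeated with each SC-lys library left out. No p-value was computed there.

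Chromosome shifts were computed after the data were examined. For each library, log2 values of the ORFs were set against the mean of the matching libraries without H3H113N, and the median over a chromosome was taken relative to the median over all ORFs. Matching means the same medium, so in YPD and SC the reference averaged WT and deletion libraries together. A library without H3H113N was left out of its own reference. A chromosome was called shifted in a group when every library of the group exceeded the largest absolute shift in any of 13 libraries without H3H113N. Expression classes were also defined after the data were examined, from mean RPKM in libraries without H3H113N grown in other media than the comparison, with limits at 1, 5, 20, 100 and 500 RPKM, and their medians were taken from a fit without the filter on low values.

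Total counts of 1168159 to 6738018 per library give a counting error well under the spread between replicates for most ORFs. In single libraries the most abundant ORF took at most 1.83% of the counts and the 10 most abundant together at most 13.1%. A count of 0 allows up to 3 counts. Such limits cover counting error only, since the reads carry no molecular identifiers. Replicates of a group differed by 14.7 to 103 times the chi-square expected from counting alone (per degree of freedom), so no replicate was a copy of another of its group. Libraries of different groups were not compared in this way. The correlation of log2 values between replicates ran from 0.876 to 0.984.

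Replicates carry numbers in the labels, without a statement of what a number shares. In SC, libraries of H3H113N and WT with the same number deviated together from their group means, with correlations of 0.54, 0.40 and 0.73 for the 3 pairs, so the numbers were taken to pair these libraries. The correlations were taken over the 6592 ORFs. The other comparisons have 2 pairs at most, and there the block is given only among the alternatives.

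The tests were tried on simulated counts for the 6592 ORFs. The 200 changed ORFs were drawn at random from those well covered even in the smallest library, so recovery of weak ORFs was not tried. The edgeR test recovered 47% of all changed ORFs and 77% of those changed 4-fold, made 99 calls of which 5 were false (5.05%), and called 0 ORFs in an unchanged comparison. The limma fit recovered 44.5% with 5.32% false calls. A chromosome shift of 0.5 was recovered as 0.50, and a list shifted by 1 was recovered as 0.96 while 0 other lists were called. Counts were drawn independently for each ORF, so this could not test false list calls from correlated ORFs.

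The alternatives fixed before the data were examined were other filters on low values, the ORFs of the smaller table, median-ratio scaling, fits with fewer groups, the replicate block, limma settings, and leaving out each library. Added after the data were examined were limma on log2(RPKM + 1) in its new role, DESeq2 1.42.0, no scaling beyond the library totals, each chromosome of each library centred, and a crossed replicate block. The 2 libraries with copper were left out of the fit because they have no replicates.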

Results

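Poly(A)+ RNA was sequenced from 28 yeast libraries in 14 groups. The groups combine the histone H3 genotype with a deletion of a copper gene and with the growth medium. H3H113N replaces a histidine of histone H3 with asparagine, and the title of the series states that the H3-H4 tetramer acts as a copper reductase. CTR1 encodes the high-affinity copper transporter of the plasma membrane, and CCS1 encodes the chaperone that delivers copper to the superoxide dismutase SOD1. The media tested copper use: YPEG requires respiration and thus cytochrome c oxidase, a copper enzyme, and SC-lys requires lysine synthesis, which fails without SOD1 activity. WT and H3H113N in SC had 3 libraries each, 10 groups had 2, and the 2 groups with added copper had 1.

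Depth differed between groups. In YPD, total counts were 4233996 and 5139834 for WT, 4313165 and 6089139 for H3H113N, 4815690 and 6407327 for the ctr1 deletion, and 4870994 and 6086832 for the H3H113N ctr1 deletion strain. In YPEG they were 5271063 and 2324113 for WT and 4557714 and 2000506 for H3H113N. In SC they were lower, with 3658424, 1419215 and 1516564 for WT and 2576622, 1168159 and 1665813 for H3H113N. The ccs1 deletion had 3311739 and 1864730 counts in SC, and the H3H113N ccs1 deletion strain 2894677 and 1679959. In SC-lys, the ccs1 deletion had 5553691 and 5304646 and the H3H113N ccs1 deletion strain 6738018 and 6373199. With copper they had 4944488 and 5594128 counts, respectively.

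The deleted genes were nearly free of reads in the strains labelled as deleted. CTR1 (YPR124W, chromosome XVI, start 786208) had a mean RPKM of 50.5 ± 42.7 (SD, n = 2) in WT in YPD, 0.0639 ± 0.0904 (n = 2) in the ctr1 deletion and 0 in the H3H113N ctr1 deletion strain. No library of these deletion groups had more than 1 CTR1 read. CCS1 (YMR038C, chromosome XIII, start 347511) had a mean RPKM of 134 ± 22.5 (n = 3) in WT in SC and 0 in the ccs1 deletion, and at most 1 read in each library of the ccs1 deletion groups. The markers LEU2, MET17 and URA3, which are deleted in BY4741, had 0 counts in all 28 libraries. HIS3, which is only partly deleted in BY4741, was detected in every group with mean RPKM values from 58.9 to 326. The counts cannot show the H3H113N allele itself, because they do not record bases.

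The histone H3 and H4 genes form pairs on chromosome II (HHT1 and HHF1) and chromosome XIV (HHT2 and HHF2). HHF1 (YBR009C, start 255373) was higher in H3H113N in all 6 comparisons with the parent strain. Its log2 fold change was 0.74 in YPD (edgeR adjusted p 0.181), 1.003 in YPEG (edgeR adjusted p 0.0620) and 0.92 with the ctr1 deletion in YPD (edgeR adjusted p 0.0582), none of which passed the threshold. It was 0.99 in SC (edgeR adjusted p 0.0185), 1.46 with the ccs1 deletion in SC (edgeR adjusted p 0.0137) and 2.62 with the ccs1 deletion in SC-lys (edgeR adjusted p 2.64e-05). In SC-lys the mean RPKM was 599 ± 33.2 (n = 2) in the ccs1 deletion and 4554 ± 133 (n = 2) with H3H113N. The SC call was lost without WT-SC replicate 2, where the fold change was 0.99, and both SC calls were lost when each chromosome was centred, with values of 0.49 and 0.73. Only 78.7% of the 50-nt windows of HHF1 are unique in the genome, so its separation from HHF2 is uncertain. HHT1, HHT2 and HHF2 were called in no comparison by the main test. Under some alternatives, HHT1 passed the threshold with the ccs1 deletion in SC and in SC-lys, and HHF2 in SC-lys. HHF1 likewise passed under some alternatives in YPD, in YPEG and with the ctr1 deletion. HHT1 (YBR010W, start 256331) came closest with the ccs1 deletion in SC, at 1.03 (edgeR adjusted p 0.0560), and its direction in YPD, in SC and with the ccs1 deletion in SC-lys turned negative when each chromosome was centred, to −0.20, −0.08 and −0.06.

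The main question of the design, how H3H113N changes expression, was addressed in 6 settings. In YPD, 82 of 6592 ORFs were called against WT, 69 higher and 13 lower, and 80 of them changed at least 2-fold. In YPEG, 68 ORFs were called (61 higher, 7 lower). In SC, 105 were called (79 higher, 26 lower). With the ctr1 deletion in YPD, 144 were called (119 higher, 25 lower), and with the ccs1 deletion in SC, 82 (67 higher, 15 lower). With the ccs1 deletion in SC-lys, 707 were called (340 higher, 367 lower). These counts depended on which libraries entered the fit. When only the groups of a comparison were fitted, 492 ORFs were called in YPEG, 1 with the ctr1 deletion and 0 in the other 4, where 914 (YPD), 460 (SC), 453 (ccs1 deletion in SC) and 1711 (ccs1 deletion in SC-lys) ORFs had an unadjusted p under 0.05 in that fit. In the fit of all groups, 828 to 1581 ORFs per comparison had an unadjusted p under 0.05, against 329.6 expected by chance.

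The split between higher and lower calls depended on the scaling of the libraries. Without scaling beyond the library totals, which is how the deposited RPKM values are scaled, the median of all ORFs was 0.02 in YPEG and 0.18 to 0.30 in the other 5 comparisons. It was −0.05 to 0.01 with the TMM scaling that the fitted log2 fold changes here are relative to. Without that scaling, 94.4% of calls in SC were higher against 75.2% with it, 93.2% against 82.6% with the ctr1 deletion, 94.4% against 81.7% with the ccs1 deletion in SC, and 78.1% against 48.1% with the ccs1 deletion in SC-lys. When each chromosome was centred, the share of higher calls with the ctr1 deletion was 66.7%, with the ccs1 deletion in SC 70.6%, and with the ccs1 deletion in SC-lys 34.2%.

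In YPD, the largest rises met by the naming rule were YGL138C (chromosome VII), ANS1 (YHR126C, chromosome VIII, start 359702) and YPR077C (chromosome XVI). Reads of these ORFs were at or under 3 counts in each WT library, so their rises are given as lower bounds against that floor. YGL138C rose at least 8.37-fold (edgeR adjusted p 0.0226; 3.81-fold without H3H113N-YPD replicate 1, 12.9-fold without H3H113N-YPD replicate 2), ANS1 at least 10.8-fold (edgeR adjusted p 0.0358) and YPR077C at least 5.64-fold (edgeR adjusted p 0.00186). Mean RPKM values in H3H113N were 5.21 ± 4.01, 14.6 ± 3.56 and 9.79 ± 2.39 (n = 2 each). YPR077C had no match in the annotation, so its overlap with other ORFs was not checked. The largest decreases were of the phosphate genes PHO11 (−2.31, SE 0.447, edgeR adjusted p 0.0149), PHO12 (−2.20, SE 0.442, edgeR adjusted p 0.0198; −1.39 without WT-YPD replicate 2) and PHO89 (−2.17, SE 0.519, edgeR adjusted p 0.0454). PHO89 (YBR296C, chromosome II, start 796798) fell from 43.4 ± 4.39 to 11.1 ± 7.72 RPKM (n = 2 each), and it lost its call when ORFs with a mean RPKM under 5 were left out. PHO11 (YAR071W, chromosome I, start 225460) and PHO12 (YHR215W, chromosome VIII, start 552099) are near copies with 11.7% and 12.8% unique windows, so their values are not independent.

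In YPEG, ECM23 (YPL021W, chromosome XVI, start 511101) rose at least 5.45-fold (edgeR adjusted p 0.0471; 8.91-fold without WT-YPEG replicate 2) from at most 1 count per WT library. HUG1 (YML058W-A, chromosome XIII, start 158760), a gene known for its response to DNA damage, rose by a log2 fold change of 4.46 (SE 0.547, edgeR adjusted p 0.00121), from 2.87 ± 1.12 to 71.7 ± 12.6 RPKM (n = 2 each). LDS1 (YAL018C, chromosome I, start 118564) rose by 3.98 (SE 0.655, edgeR adjusted p 0.0111). The largest decreases were RPS9A (YPL081W, chromosome XVI, start 404950; −2.09, SE 0.348, edgeR adjusted p 0.0105), ADK1 (YDR226W, chromosome IV, start 916486; −1.62, SE 0.295, edgeR adjusted p 0.0139) and UPS2 (YLR168C, chromosome XII, start 499578; −1.25, SE 0.286, edgeR adjusted p 0.0443). ECM23 and UPS2 lost their calls under scaling to library totals and when each chromosome was centred, and ECM23 also under median-ratio scaling.

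In SC, ANS1, LDS1 and DAL80 (YKR034W, chromosome XI, start 506898) had at most 1 count in each WT library. They rose at least 4.18-fold (edgeR adjusted p 0.0236), 3.59-fold (edgeR adjusted p 0.00750) and 4.39-fold (edgeR adjusted p 0.0248). Without H3H113N-SC replicate 3 the bounds of LDS1 and DAL80 were 2.09-fold and 2.92-fold. TAL1 (YLR354C, chromosome XII, start 836350) fell from 800.4 ± 127 to 205 ± 22.2 RPKM (n = 3 each; −2.18, SE 0.223, edgeR adjusted p 8.33e-05). DFR1 (YOR236W, chromosome XV, start 780906) changed by −1.59 (SE 0.337, edgeR adjusted p 0.0221) and TRX1 (YLR043C, chromosome XII, start 231702) by −1.54 (SE 0.186, edgeR adjusted p 5.27e-04). LDS1, TAL1 and TRX1 passed the threshold in all 6 fits that each left out a library. ANS1 did not without WT-SC replicate 1, WT-SC replicate 2 or H3H113N-SC replicate 1, with fold changes of 7.60, 7.62 and 7.29 that depend on the prior count. DAL80 did not without WT-SC replicate 1 (4.01), WT-SC replicate 2 (3.78), H3H113N-SC replicate 2 (4.197) or H3H113N-SC replicate 3 (3.47). DFR1 did not without WT-SC replicate 1 (−1.37), WT-SC replicate 2 (−1.54), H3H113N-SC replicate 1 (−1.53) or H3H113N-SC replicate 3 (−1.43). The count of 105 itself depended on single libraries. It was 42 without WT-SC replicate 2, 47 without H3H113N-SC replicate 2, 50 without H3H113N-SC replicate 3, 62 without WT-SC replicate 1 and 169 without WT-SC replicate 3. With the replicate number as a block, 219 ORFs were called in SC, 99 of them among the 105. The pairing check allows a block for H3H113N and WT, but the fitted block was shared by all SC strains. Replicate 2 of the ccs1 deletion deviated together with WT-SC replicate 3 (correlation 0.68) and against WT-SC replicate 2 (−0.40). The 219 calls thus rest in part on a pairing that the check contradicts.

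With the ctr1 deletion in YPD, H3H113N raised ANS1 at least 25.0-fold (edgeR adjusted p 0.0101), PAU5 (YFL020C, chromosome VI, start 99231) by 3.96 (SE 0.790, edgeR adjusted p 0.0136) and FRM2 (YCL026C-A, chromosome III, start 74704) by 3.83 (SE 0.661, edgeR adjusted p 0.00749). FRM2 lies on a chromosome whose ORFs shifted together in this strain, and with each chromosome centred its change was 2.66 and was not called. PAU5 has 75.3% unique windows. PHO12, PHO11 and PHO89 were again the largest decreases, at −3.64 (SE 0.470, edgeR adjusted p 9.22e-04), −3.49 (SE 0.470, edgeR adjusted p 0.00113) and −3.37 (SE 0.547, edgeR adjusted p 0.00482). PHO89 fell from 54.4 ± 19.3 to 6.11 ± 2.41 RPKM (n = 2 each).

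With the ccs1 deletion in SC, YMR057C (chromosome XIII) rose at least 2.42-fold (edgeR adjusted p 0.0163), LDS1 at least 7.86-fold (edgeR adjusted p 0.0275) and YOR379C (chromosome XV) at least 2.79-fold (edgeR adjusted p 0.0343). YMR057C and YOR379C had no match in the annotation. LDS1 lies on a shifted chromosome, and with each chromosome centred LDS1 and YOR379C were not called, at 2.98 and 3.89. ZPS1 (YOL154W, chromosome XV, start 34658) changed by −4.72 (SE 1.14, edgeR adjusted p 0.0489), but its parent libraries differed, at 460.6 ± 517 RPKM (n = 2). Its change was −2.39 without dCcs1-SC replicate 1, and it was not called by limma or with each chromosome centred. TAL1 changed by −2.08 (SE 0.272, edgeR adjusted p 0.00154) and YHB1 (YGR234W, chromosome VII, start 959904) by −1.97 (SE 0.340, edgeR adjusted p 0.0137).

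With the ccs1 deletion in SC-lys, YJL027C (chromosome X) rose at least 6.84-fold (edgeR adjusted p 0.00364) and YGL262W (chromosome VII, start 5312) at least 19.9-fold (edgeR adjusted p 5.06e-04). ANS1 rose by 5.56 (SE 0.840, edgeR adjusted p 0.00111), from 0.982 ± 1.39 to 59.5 ± 50.5 RPKM (n = 2 each). Without dCcs1-SC-lys replicate 2 its parent had no reads and the fitted value, 9.52, depends on the prior count, while without H3H113N-dCcs1-SC-lys replicate 1 it was 4.21. FAS2 (YPL231W, chromosome XVI, start 108652), a subunit of fatty acid synthase, fell from 328 ± 9.26 to 38.8 ± 6.10 RPKM (n = 2 each; −3.39, SE 0.316, edgeR adjusted p 1.98e-05). SCW10 (YMR305C, chromosome XIII, start 879063) changed by −3.07 (SE 0.436, edgeR adjusted p 4.64e-04) and SRL1 (YOR247W, chromosome XV, start 797676) by −2.93 (SE 0.309, edgeR adjusted p 3.33e-05).

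Averaged over the 6 settings, 2225 ORFs were called for H3H113N, 1221 higher and 1004 lower, of which 346 changed at least 2-fold. Without scaling beyond the library totals, 2415 were called and 82.7% were higher, against 54.9% with it, and with each chromosome centred 44.7% of 1807 were higher. The largest average changes were ANS1 (5.55, SE 0.457, edgeR adjusted p 8.08e-07), YGL138C (4.62, SE 0.531, edgeR adjusted p 1.63e-05), TAL1 (−1.68, SE 0.106, edgeR adjusted p 1.84e-08) and TRX1 (−1.55, SE 0.0894, edgeR adjusted p 7.61e-09). The values of ANS1 and YGL138C depend on the prior count, because some groups had counts at the floor. The settings share genotypes: H3H113N alone was grown in YPD, YPEG and SC, and with the ccs1 deletion in SC and SC-lys. Spread was measured between libraries, and whether replicates are separate clones is not stated. An effect of the allele thus cannot be told apart from one of these strains.

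Few ORFs were called repeatedly. Of the 6592 ORFs, 5683 were called in none of the 6 H3H113N comparisons, 746 in 1, 98 in 2, 31 in 3, 21 in 4, 9 in 5 and 4 in all 6. The last 4, chosen here because of that count, were LDS1, MOH1 (1.48 to 1.81), FDH1 (1.15 to 2.58) and TRX1 (−2.24 to −0.97). LDS1 was higher in all 6, but in each except YPEG its parent libraries were at the floor, so its fitted values there depend on the prior count. Its lower bounds were 3.59-fold in SC to 9.60-fold with the ctr1 deletion, the latter 4.52-fold without H3H113N-dCtr1-YPD replicate 1 and 14.7-fold without H3H113N-dCtr1-YPD replicate 2. FDH1 has 15.8% unique windows, and MOH1 (YBL049W, chromosome II, start 126828) lies on a chromosome that shifted in 5 of the 6 comparisons. Across ORFs, which are not independent replicates, the fold changes of the 15 pairs of comparisons correlated with a Pearson r of 0.40 to 0.64 and a Spearman rho of 0.37 to 0.63. The compared effects share no library, but several share genotypes. Among the 4928 ORFs of chromosomes without a shift, r was 0.39 to 0.65.

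ORFs of a few whole chromosomes shifted together in H3H113N libraries. In the 13 libraries without H3H113N, the median shift of a nuclear chromosome lay between −0.14 and 0.17. The 8 mitochondrial ORFs were not part of this. Their median shift in the fit was 0.02 to 1.02 in the 6 H3H113N comparisons. It was −1.02 for the ctr1 deletion and −0.25 for the ccs1 deletion against WT. Chromosome II was raised by 0.41 ± 0.06 (SD, n = 2) in H3H113N in YPD, by 0.30 ± 0.11 (n = 2) in YPEG and by 0.46 ± 0.04 (n = 3) in SC. Chromosome V was raised by 0.51 ± 0.04 in YPD and 0.53 ± 0.02 in YPEG (n = 2 each). In SC its shift was 0.12 in replicate 1, 0.58 in replicate 2 and 0.61 in replicate 3. In the H3H113N ctr1 deletion strain, chromosome III was raised by 1.12 ± 0.03 and chromosome V by 0.72 ± 0.03 (n = 2 each). In the H3H113N ccs1 deletion strain, the shifts in SC were 0.77 ± 0.10 for chromosome I, 0.71 ± 0.0034 for II, 0.26 ± 0.05 for IX and 0.34 ± 0.04 for XI (n = 2 each). In SC-lys they were 0.87 ± 0.03, 0.73 ± 0.03, 0.29 ± 0.07 and 0.23 ± 0.01. The shifts extended along the chromosomes: in all 120 eighths of the 15 shifted chromosomes, counted once per comparison, the median was above 0 (0.03 to 1.61).

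**Figure D1:**
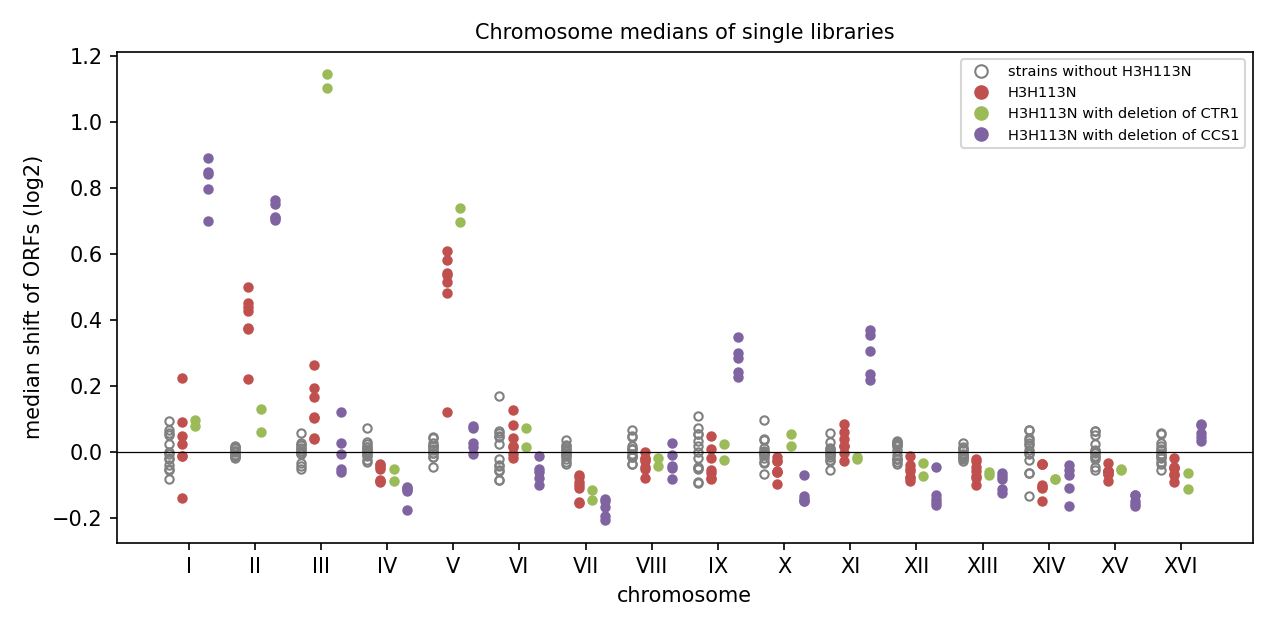
Median log2 shift of the ORFs of each chromosome in single libraries, relative to matching libraries without H3H113N, with a point per library and colours for strains. All points of a strain lie above the range of −0.14 to 0.17 of the grey points for chromosomes I, IX and XI with the CCS1 deletion, III and V with the CTR1 deletion, and II in H3H113N and with the CCS1 deletion.

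These chromosomes held more called ORFs than their size would give. They carried 18 of the 82 calls in YPD (21.95%, against 11.9% of tested ORFs), 16 of 68 in YPEG (23.5% against 11.9%) and 22 of 105 in SC (20.95% against 6.96%). Chromosomes III (0.26 and 0.19) and V were beyond the range in replicates 2 and 3 of H3H113N in SC only, and with them the share there was 42 of 105 (40.0% against 14.6%). With the ctr1 deletion they carried 82 of 144 calls (56.9% against 7.66%), with the ccs1 deletion in SC 51 of 82 (62.2% against 17.6%) and in SC-lys 214 of 707 (30.3% against 17.6%). With each chromosome of each library centred, 36 ORFs were called with the ctr1 deletion and 17 with the ccs1 deletion in SC.

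The direction of change followed the expression level of the ORFs. ORFs were ranked in libraries without H3H113N from other media, in a fit without the filter on low values, because that filter keeps the weakest ORFs mainly where H3H113N libraries raise their mean. In the 6 comparisons, the median log2 fold change was 1.07 to 1.57 for the 171 to 184 ORFs under 1 RPKM, 0.89 to 1.35 for those at 1 to 5 RPKM, and 0.20 to 0.39 at 5 to 20 RPKM. It was −0.06 to 0.03 at 20 to 100 RPKM, −0.44 to −0.14 at 100 to 500 RPKM and −1.01 to −0.39 for the 344 to 373 ORFs over 500 RPKM. The lowest value was with the ccs1 deletion in SC-lys. Fitted values of ORFs near the floor depend on the prior count.

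**Figure D2:**
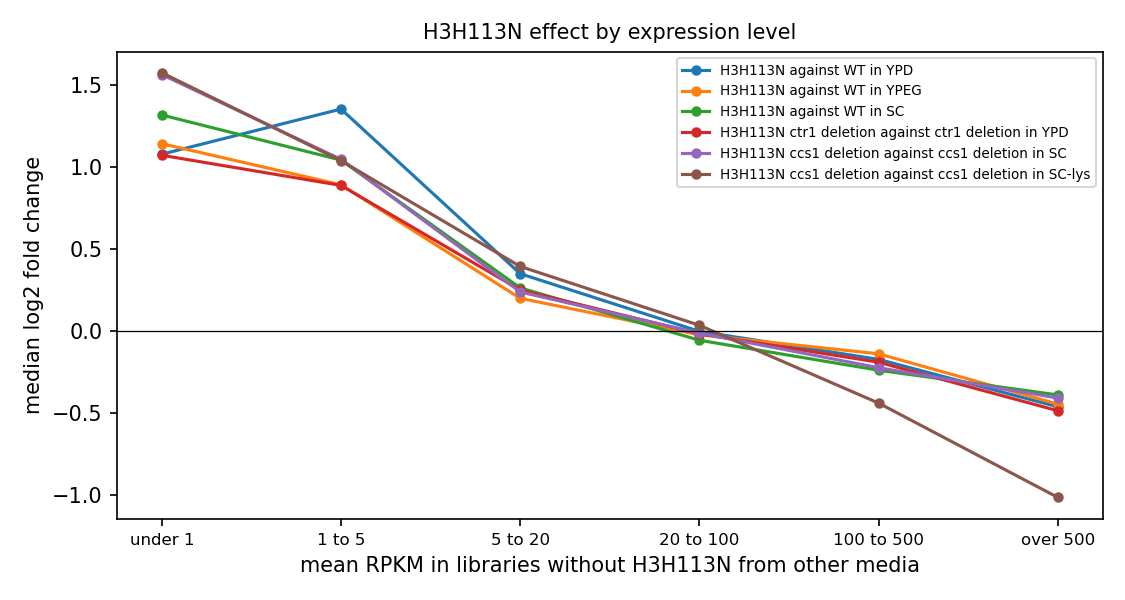
Median log2 fold change of H3H113N against its parent strain by expression class, with a line per comparison and without a filter on low values. All 6 lines fall from the weakest ORFs (1.07 to 1.57) to the most abundant (−1.01 to −0.39), although the line for YPD is higher at 1 to 5 RPKM (1.35) than under 1 RPKM (1.08).

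Of the gene lists, cytosolic ribosomal protein genes were lower in all 6 comparisons. The median log2 fold change of the 137 genes was −0.56 in YPD (camera adjusted p 4.93e-21), −0.74 in YPEG (camera adjusted p 1.06e-26), −0.42 in SC (camera adjusted p 8.21e-13), −0.73 with the ctr1 deletion (camera adjusted p 8.02e-30), −0.56 with the ccs1 deletion in SC (camera adjusted p 2.42e-15) and −1.17 with it in SC-lys (camera adjusted p 4.87e-41). In SC-lys, 85 of the genes were called over all ORFs and 121 when adjusted over the list alone. In the other 5 comparisons 0 or 1 were called either way, although 122 to 135 of the 137 were lower. Without scaling beyond the library totals the medians were −0.34, −0.70, −0.20, −0.52, −0.35 and −0.87 in the same order. The value in YPEG was −0.46 without WT-YPEG replicate 2, and in SC it was −0.23 without WT-SC replicate 2 and −0.26 without H3H113N-SC replicate 3. The ctr1 deletion alone also lowered the list, by −0.38 (camera adjusted p 3.22e-20; −0.20 without WT-YPD replicate 2 or without dCtr1-YPD replicate 1).

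Subtelomeric ORFs were higher in all 6 comparisons. The median of the 236 ORFs was 0.60 in YPD (camera adjusted p 5.69e-15), 0.58 in YPEG (camera adjusted p 2.51e-16), 0.46 in SC (camera adjusted p 1.84e-09), 0.47 with the ctr1 deletion (camera adjusted p 1.39e-13), 0.30 with the ccs1 deletion in SC (camera adjusted p 1.22e-04) and 0.32 with it in SC-lys (camera adjusted p 1.23e-05). With ORFs at the floor placed at their bound, the medians were 0.55, 0.56, 0.38, 0.45, 0.18 and 0.31. Called members numbered 13, 11, 8, 20, 6 and 29 over all ORFs, and 39, 31, 34, 42, 17 and 32 when adjusted over the list alone. Median changes without WT-SC replicate 1 were 0.28 in SC, and with the ccs1 deletion in SC they were 0.11 without dCcs1-SC replicate 1, 0.61 without dCcs1-SC replicate 2 and 0.19 without H3H113N-dCcs1-SC replicate 2. The ctr1 deletion alone raised the list by 0.32 (camera adjusted p 2.75e-11). Averaged over the 6 settings, ribosomal protein genes changed by −0.70 (camera adjusted p 1.38e-39; 122 called, 126 adjusted over the list alone) and subtelomeric ORFs by 0.47 (camera adjusted p 3.08e-15; 145 called, 158 adjusted over the list alone).

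Across all lists and comparisons, 47 of 156 pairs were called by camera. Of these, 7 held under fry: subtelomeric ORFs in YPD, in YPEG, with the ctr1 deletion and on average, ribosomal protein genes with the ccs1 deletion in SC-lys and on average, and lysine biosynthesis in the ctr1 deletion against WT. None of the 47 held with an estimated correlation, where the smallest adjusted p was 0.121.

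The other lists changed less evenly with H3H113N, and single libraries decided several of them. Copper uptake genes, copper detoxification genes, lysine biosynthesis, mitochondrial copper delivery and sulfur assimilation were called in none of the 6 comparisons. The median of the detoxification genes ran from −0.06 to 0.93, and that of mitochondrial copper delivery from −0.11 to 0.20. Gcn4 targets were lower in YPD (−0.36, camera adjusted p 0.00830), with the ctr1 deletion (−0.55, camera adjusted p 0.00611) and with the ccs1 deletion in SC (−0.31, camera adjusted p 0.0243). In YPD their median was 0.03 without WT-YPD replicate 2 and −0.58 without WT-YPD replicate 1, with the ctr1 deletion −0.29 without dCtr1-YPD replicate 1 and −0.33 without H3H113N-dCtr1-YPD replicate 2, and with the ccs1 deletion −0.17 without H3H113N-dCcs1-SC replicate 2 and −0.53 without H3H113N-dCcs1-SC replicate 1. The induced environmental stress response was higher in YPD (0.96, camera adjusted p 0.0222) and YPEG (1.06, camera adjusted p 0.0174). In YPD it was 2.28 without WT-YPD replicate 1, 0.47 without WT-YPD replicate 2 and 0.51 without H3H113N-YPD replicate 1, and it was not called without scaling beyond the library totals or by limma. In YPEG it was 0.39 without H3H113N-YPEG replicate 1. Oxidative stress response genes were higher in YPEG (0.42, camera adjusted p 0.00830). The iron regulon was lower in YPEG (−0.55, camera adjusted p 0.0297), but 0.53 without WT-YPEG replicate 1, −1.10 without WT-YPEG replicate 2 and −1.08 without H3H113N-YPEG replicate 1. Oxidative phosphorylation genes were lower with the ccs1 deletion in SC-lys (−0.70, camera adjusted p 8.90e-05), and −0.27 without dCcs1-SC-lys replicate 2. In each of these no more than 3 members were called over all ORFs, and no more than 1 when adjusted over the list alone.

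The deletions alone changed few ORFs. The ctr1 deletion against WT in YPD gave 3 calls, with 207 ORFs at an unadjusted p under 0.05. CTR1 was at least 112.9-fold lower (edgeR adjusted p 4.52e-04), but 45.5-fold without WT-YPD replicate 2 and 180.4-fold without WT-YPD replicate 1, because its level differed between these libraries. FRE7 (YOL152W, chromosome XV, start 40748), a reductase gene of the copper uptake list, rose from 3.17 ± 0.539 to 47.4 ± 17.1 RPKM (n = 2 each; 3.86, SE 0.457, edgeR adjusted p 4.52e-04). BNA2 (YJR078W, chromosome X, start 578860) rose by 2.92 (SE 0.416, edgeR adjusted p 0.00336) and overlaps YJR079W by 17 bp. The copper uptake list, CTR1 included, rose by a median of 1.70 (camera adjusted p 6.67e-05), or 2.58 without WT-YPD replicate 2, with 2 members called over all ORFs and 5 when adjusted over the list alone. Lysine biosynthesis genes rose by 0.68 with all 9 members higher (camera adjusted p 5.84e-07; 0 called over all ORFs, 1 adjusted over the list alone). The stress response list changed by 1.51 (camera adjusted p 3.51e-05), but by −0.28 without dCtr1-YPD replicate 2 and 2.81 without WT-YPD replicate 1. The iron regulon changed by 0.30 (camera adjusted p 0.0200; 0.02 without dCtr1-YPD replicate 1, 0.63 without dCtr1-YPD replicate 2, 0.18 without WT-YPD replicate 2, 0.57 without WT-YPD replicate 1), and sulfur assimilation by 0.24 (camera adjusted p 0.0410; 0.12 without dCtr1-YPD replicate 2, 0.43 without dCtr1-YPD replicate 1, 0.36 without WT-YPD replicate 2).

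The ccs1 deletion against WT in SC gave a single call, CCS1 itself, at least 79.8-fold lower (edgeR adjusted p 2.82e-08), with 144 ORFs at an unadjusted p under 0.05. Lysine biosynthesis genes rose by 0.63, with 7 of 9 members higher (camera adjusted p 1.17e-04; 0 called either way). Other list calls rested on WT-SC replicate 3. Oxidative phosphorylation changed by −0.36 (camera adjusted p 0.0247) and by −0.59 without WT-SC replicate 1. Without WT-SC replicate 3 it was 0.29, which passed the threshold in the opposite direction. Sulfur assimilation changed by −0.35 (camera adjusted p 0.00107) and by 0.17 without WT-SC replicate 3. Ribosomal protein genes changed by 0.15 (camera adjusted p 1.72e-05) and by −0.06 without that library. Sulfur assimilation was also −0.66 without WT-SC replicate 1, −0.64 without dCcs1-SC replicate 2 and −0.18 without dCcs1-SC replicate 1, and ribosomal protein genes were 0.33 without WT-SC replicate 2.

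The interactions asked whether the H3H113N effect differed between settings. Between ctr1 deletion and WT in YPD, 0 ORFs were called, with 149 at an unadjusted p under 0.05, and between ccs1 deletion and WT in SC 0, with 159. Between YPEG and YPD, 0 were called, with 210 at an unadjusted p under 0.05, and there the kits also differed. Each of these unadjusted counts was below the 329.6 that chance would give, and DESeq2 called 15, 4 and 1 ORFs in the 3 interactions. Between SC-lys and SC in the ccs1 deletion, again with different kits, 3 ORFs were called, all lower, with 322 at an unadjusted p under 0.05: SRL1 (−2.82, SE 0.414, edgeR adjusted p 0.00937), FAS2 (−2.78, SE 0.415, edgeR adjusted p 0.00937) and YOR248W (−2.69, edgeR adjusted p 0.0180), the last named because the count is small. YOR248W had no match in the annotation. The 707 calls in SC-lys against 82 in SC thus correspond to a tested difference in only 3 ORFs by edgeR, while DESeq2 called more in this interaction.

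Among the lists, the H3H113N effect was lower in SC-lys than in SC for ribosomal protein genes (−0.68, camera adjusted p 7.26e-23) and oxidative phosphorylation (−0.85, camera adjusted p 2.30e-10; −0.51 without dCcs1-SC-lys replicate 2). It was also lower there for mitochondrial copper delivery (−0.51, camera adjusted p 0.00830), at −0.92 without dCcs1-SC replicate 2 and −0.21 without dCcs1-SC replicate 1. Between ctr1 deletion and WT it differed for sulfur assimilation (−0.41, camera adjusted p 0.00244) and for the stress response (−1.24, camera adjusted p 0.00717), which was 0.24 without dCtr1-YPD replicate 2 and −2.55 without WT-YPD replicate 1. Between ccs1 deletion and WT in SC it differed for oxidative phosphorylation (0.44, camera adjusted p 0.00333), mitochondrial copper delivery (0.38, camera adjusted p 0.0165) and Gcn4 targets (−0.28, camera adjusted p 0.0104), which were −0.23, 0.02 and −0.20 without WT-SC replicate 3, where none was called. Gcn4 targets were −0.60 without H3H113N-dCcs1-SC replicate 1 and −0.07 without H3H113N-dCcs1-SC replicate 2. Between YPEG and YPD it differed for oxidative phosphorylation (−0.46, camera adjusted p 0.00381; −0.16 without WT-YPEG replicate 2, −0.24 without H3H113N-YPD replicate 2) and lysine biosynthesis (0.49, camera adjusted p 0.00859; 0.28 without WT-YPD replicate 2). Copper uptake (−0.80, camera adjusted p 0.0166), the iron regulon (−0.66, camera adjusted p 0.0322), oxidative stress response (0.20, camera adjusted p 0.0201) and Gcn4 targets (0.21, camera adjusted p 0.00409) were also called there. They changed sign without H3H113N-YPD replicate 2 (0.54), WT-YPEG replicate 1 (0.45), WT-YPD replicate 2 (−0.04) and WT-YPD replicate 2 (−0.23), respectively.

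Copper was added to SC-lys to ask whether it changes expression in the ccs1 deletion strains, which lack the chaperone. With 1 library per strain, these differences have no replicate check. Per the labels, the ccs1 deletion with copper grew exponentially, while H3H113N with copper and both strains without copper grew very slowly. Growth state therefore differs with copper in the ccs1 deletion and between the strains with copper, and these differences cannot be separated from it. List values with copper are relative to the median of all ORFs, which itself changed by −0.25 in the ccs1 deletion and −0.19 with H3H113N in log2(RPKM + 1). CUP1-1 (YHR053C), a copper metallothionein gene, rose from 979 ± 471 (n = 2) to 13485 RPKM in the ccs1 deletion and from 1117 ± 275 (n = 2) to 12936 RPKM with H3H113N, which is 13.8-fold (20.9-fold without dCcs1-SC-lys replicate 2) and 11.6-fold. CUP1-1 and CUP1-2 are copies of each other, so their reads cannot be separated. The median of the copper detoxification list lay 2.82 above that of all ORFs in the ccs1 deletion and 2.40 above it with H3H113N, higher than all 10000 matched random lists in each. For copper uptake genes the value was −0.56 in the ccs1 deletion (percentile 1.58) and −0.23 with H3H113N (percentile 14.1). It was −0.36 without dCcs1-SC-lys replicate 1, inside the central 95%, and with H3H113N it was −0.01 without H3H113N-dCcs1-SC-lys replicate 1 and −0.54, outside, without H3H113N-dCcs1-SC-lys replicate 2.

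Lysine biosynthesis genes differed between the strains in their change with copper. Relative to all ORFs their median was −0.64 in the ccs1 deletion (percentile 0.34 of the matched random lists) and 0.09 with H3H113N (percentile 29.3). Not set against all ORFs, the medians were −0.89, with 7 of 9 genes lower, and −0.096, with 6 of 9 lower. The list lay outside the central 95% in the ccs1 deletion and inside it with H3H113N whichever SC-lys library was left out, at −0.83 and −0.49 in the ccs1 deletion and at 0.12 and −0.0035 (without H3H113N-dCcs1-SC-lys replicate 2) with H3H113N. LYS1 (YIR034C) went from 1018 ± 15.9 (n = 2) to 369 RPKM in the ccs1 deletion and from 1806 ± 212 (n = 2) to 1766 RPKM with H3H113N. LYS2 (YBR115C) went from 329.6 ± 102 to 123 RPKM and from 614 ± 5.54 to 449 RPKM. LYS20 (YDL182W) went from 1222 ± 130 to 555 RPKM and from 713 ± 49.7 to 666 RPKM. LYS9 (YNR050C) differed by more between its SC-lys replicates, at 1704 ± 1052 RPKM in the ccs1 deletion, than with copper (1828 RPKM). With H3H113N it rose from 737 ± 410 to 1663 RPKM, above each of its replicates (447 and 1027 RPKM). LYS1 and LYS2 lie on chromosomes IX and II, which were raised in the H3H113N ccs1 deletion strain with and without copper, so levels between the strains differ for that reason too. Between H3H113N and its parent, the list was at −0.13 relative to all ORFs with copper (percentile 51.7) and at −0.81 without copper. The list thus lay outside the central 95% only without copper, and there it lay inside when any single SC-lys library was left out. Not set against all ORFs, its median between the strains with copper was 0.26, with 2 of 9 genes lower. Whether the strains differed more without copper than with it therefore stays open. The difference between the strains in the change with copper was not tested, and the strains also differed in growth state with copper.

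**Figure D3:**
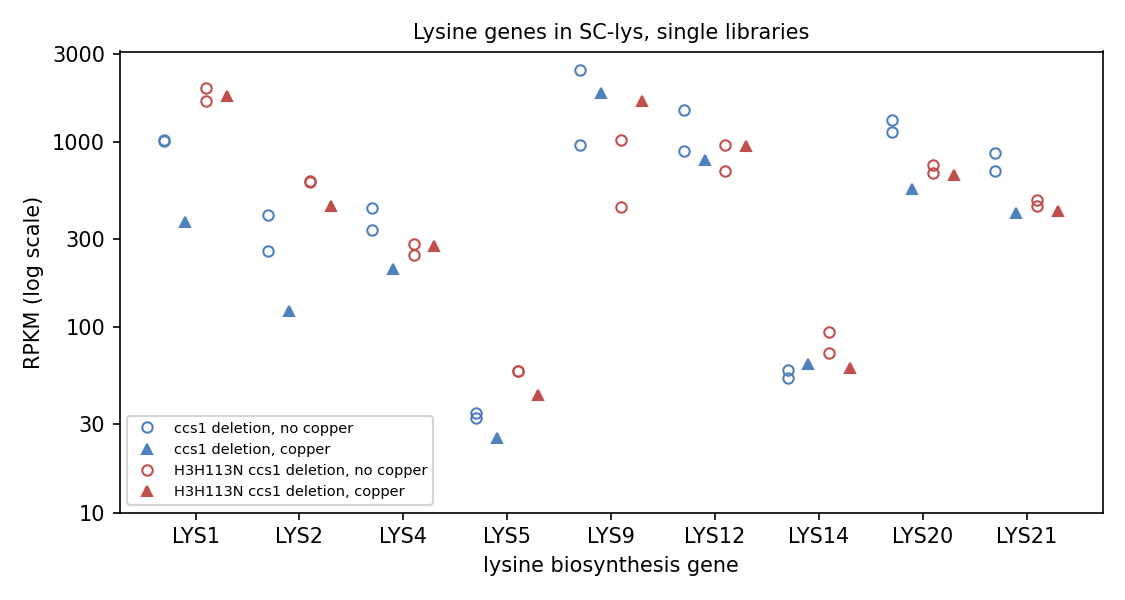
RPKM (log scale) of the lysine biosynthesis genes in single SC-lys libraries of the ccs1 deletion and the H3H113N ccs1 deletion strain, without copper (open circles, 2 libraries each) and with copper (triangles, 1 library each). LYS1 falls from 1018 to 369 RPKM in the ccs1 deletion and stays near 1806 (1766 with copper) with H3H113N.

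Other lists were also placed relative to all ORFs, and most of their values moved by more than 1.5 times with the SC-lys library they were set against. In all, 7 of 12 lists lay outside the central 95% of random lists in each strain. Only the detoxification genes and Gcn4 targets lay outside in both strains whichever SC-lys library was left out. Gcn4 targets were at −0.97 in the ccs1 deletion (−0.59 without dCcs1-SC-lys replicate 1) and −0.27 with H3H113N (−0.17 without H3H113N-dCcs1-SC-lys replicate 1). In the ccs1 deletion, the induced stress response (0.997, and 0.51 without dCcs1-SC-lys replicate 1) and the iron regulon (0.24, and 0.53 without dCcs1-SC-lys replicate 2) lay outside in either case. Oxidative phosphorylation (0.33) lay inside at 0.11 without dCcs1-SC-lys replicate 1, and was 0.59 without dCcs1-SC-lys replicate 2. Ribosomal protein genes (0.18, percentile 3.24) moved in opposite directions, to 0.40 (percentile 99.1) without dCcs1-SC-lys replicate 1 and 0.03 (percentile 0.04) without dCcs1-SC-lys replicate 2. Without dCcs1-SC-lys replicate 1, 8 lists lay outside, among them sulfur assimilation and subtelomeric ORFs, which lay inside with all libraries. With H3H113N, oxidative phosphorylation (0.62, lowest 0.43) lay outside in either case. The stress response (0.46), mitochondrial copper delivery (0.30) and ribosomal protein genes (0.38, percentile 0.16) lay inside without H3H113N-dCcs1-SC-lys replicate 1, at 0.18, 0.14 and 0.56, and ribosomal protein genes were at 0.23 without H3H113N-dCcs1-SC-lys replicate 2. Subtelomeric ORFs (−0.02) lay inside without H3H113N-dCcs1-SC-lys replicate 2, at −0.05, and were at 0.02 without H3H113N-dCcs1-SC-lys replicate 1. The iron regulon with H3H113N (−0.16, percentile 5.70) lay outside without H3H113N-dCcs1-SC-lys replicate 1 (−0.19, percentile 1.54).

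Between H3H113N and its parent with copper, 6 of the 12 lists lay outside. The median of all ORFs, which the list values are relative to, was 0.39 there and 0.32 without copper. Ribosomal protein genes differed by −0.97 (percentile 0.01), the stress response by −0.95 (below all random lists), oxidative phosphorylation by −0.47 (percentile 1.93), the iron regulon by −0.46 (percentile 0.03), subtelomeric ORFs by 0.28 (percentile 98.5) and Gcn4 targets by 0.57 (percentile 99.99). Without copper, 4 lists lay outside. Only ribosomal protein genes (−1.18) did so whichever library was left out. Lysine biosynthesis (−0.81, percentile 0.73) lay inside without any 1 of the 4 libraries, at −0.45 without dCcs1-SC-lys replicate 2, and not set against all ORFs its median was −0.49 with 5 of 9 genes lower.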

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

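Of the tests in this part, that of chromosome shifts was chosen only after the result was seen, and that of abundance was written before. The effect of H3H113N in the ccs1 deletion differed between SC-lys and SC by the interaction test for FAS2 (−2.78), SRL1 (−2.82) and YOR248W (−2.69), which is why these ORFs are listed here. Against the ccs1 deletion parent, FAS2 changed by −3.39 in SC-lys and −0.62 in SC, SRL1 by −2.93 and −0.11, and YOR248W by −2.82 and −0.12.

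Extra copies of chromosomes were tested as an explanation. The largest shift between SC-lys and SC of the chromosomes that carry these ORFs was 0.030 in size, far from the differences of the ORFs, so the tables argue against it. A general fall of abundant ORFs in SC-lys was set against the 200 ORFs nearest in abundance to each, and the 3 ORFs lay at percentiles of at most 0.5. They had been chosen for their difference, so this comparison could hardly have come out otherwise and leaves the explanation open. Library kit, starting density, culture time and growth state (exponential in SC, very slow in SC-lys per the labels) also differed between the media, and the labels state that culture time often differed between strains, so a difference caused by any of these cannot be told apart from an effect of lysine. YOR248W had no match in the annotation, and its identifier is next to that of SRL1 (YOR247W), so shared reads could not be assessed and the 2 ORFs may be the same signal. When only the 4 groups of this interaction were fitted, 0 ORFs were called, with 276 at an unadjusted p under 0.05. A biological effect of H3H113N on these genes without lysine stays open and was not tested.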

How the results depend on the processing

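Counts of called ORFs depended on how the spread was estimated. When only the groups of a comparison were fitted, 492 ORFs were called for H3H113N in YPEG, 1 with the ctr1 deletion, and 0 in YPD (914 at an unadjusted p under 0.05), in SC (460), with the ccs1 deletion in SC (453) and in SC-lys (1711). The ctr1 deletion (223 unadjusted) and ccs1 deletion (39) against WT then had 0 calls, as had the interaction with SC-lys (276). These fits have fewer libraries. With only groups of the same kit, 1 ORF was called in YPEG, 16 in SC, 0 with the ccs1 deletion in SC (659 unadjusted) and 1 for the ctr1 deletion.

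With the replicate number as a block, the H3H113N comparisons called 195 (YPD), 284 (YPEG), 219 (SC), 336 (ctr1 deletion), 266 (ccs1 deletion, SC) and 1221 ORFs (SC-lys), the ctr1 deletion 5 and the ccs1 deletion 2. Each block was shared by all strains of a medium, so in SC it also tied the ccs1 deletion libraries to WT. Only H3H113N and WT in SC have 3 pairs, and there the block changed no list call. In the other H3H113N comparisons, same-numbered libraries also deviated together, with correlations of 0.58 (YPD), 0.13 (YPEG), 0.18 (ctr1 deletion), 0.45 (ccs1 deletion, SC) and 0.48 (SC-lys), but 2 libraries per group give a single value, so pairing stays open there. It was −0.38 for the ctr1 deletion. For the ccs1 deletion it was 0.57 for replicate 1 and −0.40 for replicate 2, so these pairs differed in sign. Oxidative phosphorylation and ribosomal protein genes in the ccs1 deletion changed sign with the block, to 0.17 and −0.0092, and the former passed the threshold there. With crossed replicate numbers, the ctr1 deletion called 9 ORFs.

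DESeq2 called 186 (YPD), 176 (YPEG), 235 (SC), 293 (ctr1 deletion) and 236 ORFs (ccs1 deletion, SC), 7 for the ctr1 deletion, 2 for the ccs1 deletion, and 15 (ctr1 deletion), 4 (ccs1 deletion), 12 (SC-lys) and 1 (YPEG) for the interactions. The limma fit called 34 in YPEG, 375 in SC and 173 with the ccs1 deletion in SC. With pseudocount 0.1 it called 21, 327 and 154, with 5 for the ctr1 and 4 for the ccs1 deletion, and with trend=FALSE 45, 402 and 206. Without scaling beyond the library totals, 33, 213 and 177 were called in these 3. With each chromosome centred, 43, 58 and 17 were called, and 36 with the ctr1 deletion. The cause of these differences was not tested, except that centring removes chromosome shifts by construction.

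Of the 47 list calls, 7 held under fry and 0 with an estimated correlation. HHF2 in SC changed sign to 0.030 without scaling beyond the library totals and 0.039 in the 3 limma fits. With the ccs1 deletion in SC it changed to 0.16, to 0.15 in these fits and to 0.069 with chromosomes centred. HHT1 changed sign with chromosomes centred, to −0.20 in YPD, −0.082 in SC and −0.061 with the ccs1 deletion in SC-lys. The interaction of oxidative stress response with YPEG was −0.0077 without scaling beyond the library totals.

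H3H113N in SC called from 42 (without WT-SC replicate 2) to 169 ORFs (without WT-SC replicate 3) across the 6 fits that each left out a library. Ranges that crossed 0 when each library was left out were, in YPD, Gcn4 targets −0.58 to 0.027 and HHT1 −0.018 to 0.50, and in YPEG, HHT2 −0.16 to 0.61 and the iron regulon −1.10 to 0.53. In the interaction with YPEG they were oxidative stress response −0.037 to 0.45, Gcn4 targets −0.23 to 0.55, copper uptake −1.48 to 0.54 and the iron regulon −1.30 to 0.45. The stress response ran from −0.28 to 2.81 in the ctr1 deletion and from −2.55 to 0.24 in its interaction. In the ccs1 deletion, oxidative phosphorylation ran from −0.59 to 0.29, sulfur assimilation from −0.66 to 0.17, ribosomal protein genes from −0.064 to 0.33, and in its interaction oxidative phosphorylation from −0.23 to 0.68. The libraries that reversed them were WT-YPD replicate 2 (Gcn4 targets, oxidative stress response), H3H113N-YPD replicate 1 (oxidative stress response, −0.014), H3H113N-YPD replicate 2 (HHT1, copper uptake), WT-YPEG replicate 1 (HHT2, iron, copper uptake at 0.06), dCtr1-YPD replicate 2 and WT-SC replicate 3.

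Ribosomal protein genes stayed lower and subtelomeric ORFs higher in the 6 H3H113N comparisons under each scaling. Over all alternatives, 1891 values of named genes and lists kept their direction and side of the threshold or stayed within the spread, 224 lost the threshold, 31 passed it, 56 moved by more than the spread and 31 reversed. Of the counts, 171 stayed within 1.5 times and 58 did not. Libraries of 1168159 to 6738018 counts limit ORFs near the floor of 3 counts, whose rises are lower bounds.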

Other observations

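Of the tests in this part, these were chosen only after the result was seen: the lower quartile of each chromosome, GC content and length, ranking in other libraries without a filter, its repeat on chromosomes without a shift, the fall of abundant ORFs set against background reads, and HHF1 against its chromosome. The other tests were written before.

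Extra copies of whole chromosomes are a candidate explanation for the chromosome shifts. The H3H113N ccs1 deletion library with copper had not been used to find them, and there chromosomes I and II were both raised, the smaller by 0.76. A few strongly changed ORFs would leave the lower quartile of a chromosome near that of all ORFs, but it was raised by at least 85.6% of each shift. After regression on GC content and length, at least 95.3% of each shift was left. A change in weakly expressed ORFs alone is argued against as well, since well expressed ORFs showed at least 72.7% of each shift. A full extra copy in all haploid cells would raise a chromosome by 1. The smaller shifts could then come from, for example, a mixture of cells, but neither ploidy nor a mixture was measured. The copper library comes from the same strain, so it shows that the shift recurs in that strain and not that it follows from H3H113N. DNA copy number was not measured here, and a regulatory effect on whole chromosomes stays open.

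The rise of weak ORFs and fall of abundant ones in H3H113N could come from the choice of ORFs. The filter on low values favours weak ORFs that rose, so the test used no filter and ORFs at 1 to 5 RPKM, where the filter had removed at most 2. Ranked in other libraries, their median and that of ORFs over 500 RPKM differed by at least 1.34, which argues against the choice of ORFs as the whole cause. Among chromosomes without a shift the difference was at least 1.33, which argues against extra copies. Reads from genomic DNA, spread evenly over the genome, would give weak ORFs an even density. The counts of those under 1 RPKM that passed the filter varied about it with a chi-square per degree of freedom of 1.67 to 21.7 in 12 of the 13 H3H113N libraries with replicates and 129 in H3H113N-YPD replicate 1, and real expression of some weak ORFs would add to such variation, so a DNA background cannot be told apart for the rise. For the fall of abundant ORFs it could give at most −0.07 (−0.0675), against −1.01 to −0.39 observed. The bound is on the scale of library totals, while the observed falls are TMM-scaled. Without TMM scaling the medians of all ORFs were higher, so the falls would be smaller on that scale. The difference between ORFs at 1 to 5 and over 500 RPKM was 0.48 for the ctr1 deletion and −0.26 for the ccs1 deletion against WT. Culture time and growth rate differed between strains per the labels, and a trend caused by growth was not tested, so an effect of the histone on weak genes is only a hypothesis.

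Low expression could explain the rise of subtelomeric ORFs, since weak ORFs rose everywhere. In 4 of the 6 comparisons the subtelomeric median lay above the central 95% of random lists matched on expression, but with the ccs1 deletion it lay at percentiles of 94.3 in SC and 38.2 in SC-lys, so low expression stays open in SC. Reads shared between near-identical copies were tested with the ORFs of at least 90% unique windows. Their median lay above the central 95% of random lists in YPD, in YPEG, with the ctr1 deletion and with the ccs1 deletion in SC-lys (0.43, percentile 99.9). It lay inside in SC (0.22, percentile 95.6) and with the ccs1 deletion in SC, where it was lowest at 0.20 and a percentile of 76.3. The 2 sets of ORFs thus differ in SC and with the ccs1 deletion in SC-lys, so low expression and shared reads both stay open there.

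Ribosomal protein genes are abundant, and a general fall of abundant ORFs might explain their decrease. In 6 of 6 comparisons their median lay below the central 95% of random lists matched on expression, by little in SC, where it was −0.42 and the range began at −0.40. Ribosomal protein expression also follows growth rate, and growth differed between strains per the labels, so an effect of slower growth stays open and was not tested.

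HHF1 rose most in the H3H113N ccs1 deletion strain in SC-lys, by 1.90 above the median of chromosome II (0.72), which is 7.30 of its own standard errors. That SE leaves out the spread of ORFs on the chromosome, among which HHF1 lay at percentile 97.6. The setting was taken because the rise was largest there. The median shift of chromosome II falls short of the rise of HHF1, which argues against extra copies as its whole cause. Reads shared with HHF2, an altered gene at the locus and a change in expression may each contribute and were not tested.

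Of the 10 splits of the 6 libraries of H3H113N and WT in SC, 3 gave at least 105 called ORFs, the real one included. The others gave 146 and 716, and the larger set H3H113N-SC replicate 1 with WT-SC replicates 1 and 2. With 10 splits no share under 0.1 can be reached. Of the 4 splits that part all pairs of replicate numbers, only the real one gave as many.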
